A study of Mus musculus with 68 samples.

How the data were processed

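The labels describe mesenchymal stromal cells cultured from the long bones of mice aged 3 or 12 months. The mice carried Prrx1-Cre, a recombinase active in the limb mesenchyme, either with 1 floxed Ezh2 allele (Het) or with 2 intact Ezh2 alleles (WT). Ezh2 encodes the methyltransferase of Polycomb repressive complex 2 (PRC2), which methylates lysine 27 of histone H3. Per the labels, the cells were harvested with trypsin, total RNA was column purified and libraries were made with the TruSeq RNA v2 kit, which does not mark the strand of origin.

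The deposited table holds raw read counts per gene, with 27179 Entrez Gene identifiers and 68 columns. According to the processing notes, the authors aligned reads to the mm10 genome with Subread and assigned them to genes with featureCounts. The versions, the gene annotation and the handling of reads with several alignments are not stated. The values were checked to be whole numbers that had not been scaled. Each of the 17 biological samples has 4 columns for its technical replicates. All 68 columns were used and 0 were left unmapped.

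Between technical replicates of 1 biological sample, a chi-square statistic per degree of freedom lay between 1.02 and 1.06, near the counting error alone. Between the 136 pairs of different biological samples it was at least 18.6, with a median of 198. The 4 technical replicates were therefore summed. The summed depth ran from 13687876 to 28597221 counts per biological sample, and the biological coefficient of variation was 0.515. The labels do not say whether each biological sample came from 1 mouse, so each p-value measures the spread between these cultures. The lowest value between biological samples, 18.58, was that of Het 3M S8 and S10, and the next was 41.08. Whether S8 and S10 share a mouse or a culture was not tested, and they were counted as separate samples.

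Identifiers were matched to gene symbols through a RefSeq annotation of GRCm38.p6, the same assembly as mm10. This gave a symbol for 25275 identifiers, and the other 1904 held 0.573% of the counts. Gene positions below are from that annotation.

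The 5 comparisons were Het against WT at 3 months, Het against WT at 12 months, 12 against 3 months in WT, 12 against 3 months in Het, and the genotype by age interaction. All were taken from 1 fit over the 17 biological samples with R 4.3.3 and edgeR 4.0.16. The fit used counts scaled by trimmed mean of M values (TMM), the filterByExpr filter on the 4 groups, which kept 14897 genes, and a model with a term for each group and the labelled sex. Each gene was tested with the 2-sided quasi-likelihood F-test, and p was adjusted by Benjamini and Hochberg over the genes tested, with a threshold of 0.05. Log2 fold changes are the first group named minus the second and are given ± SE. Levels are TMM-scaled CPM unless stated, given as mean ± SD over the biological samples of a group.

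Gene lists were fixed before the data were examined. Of 35 lists with 1279 symbols, 1263 symbols were matched, 7 of them through an older symbol. The 30 lists with at least 5 tested genes, a list of sex-linked genes left out, were tested with camera (limma 3.58.1) at a preset correlation between genes of 0.01 and adjusted over the lists of 1 comparison. Camera asks whether the genes of a list rank higher or lower than the other genes tested. The same test with the correlation estimated for each list, and fry, which asks whether the genes of a list move on balance in 1 direction, were run beside it. For each list, members past the threshold were also counted with p adjusted over the list alone. A list score, the mean log2 CPM of its members with a prior count of 2, was compared between groups with a 2-sided exact permutation test.

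The genes to be named were set by a rule made before the data were examined. It took Ezh2 in every comparison and, since no gene passed the threshold, the 5 genes with the smallest p in each direction, with predicted genes left out. Further members of lists are given as examples, picked from the members with the smallest p in the direction of the list after their values were seen, so members with a smaller p can be missing.

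Alternatives fixed before the data were examined were DESeq2 1.42.0, limma voom with sample quality weights, RLE scaling, library totals alone, no filter, a filter of 1 CPM in at least 3 samples, no sex term, a fit of the 2 groups compared alone, libraries labelled female alone, technical replicate 1 alone, a covariate for the score of myeloid markers or for that of cell-cycle genes, and leaving out each biological sample in turn. The counts of Xist, which is transcribed from the inactive X chromosome, and of 4 Y-linked genes were compared with the labelled sex. Alternatives added after the data were seen were the mean log2 CPM of those 4 Y-linked genes in place of the labelled sex, leaving out 3 libraries that stood apart in marker lists (Het 12M S9, Het 12M S15 and WT 12M S6), and voom with quality weights and the Y-linked covariate. Other splits of the samples into groups of the same sizes were run through the same tests.

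The steps were tested on simulated data drawn with the means, dispersions and depths of these libraries, with 2-fold, 4-fold and 8-fold changes added. At 2-fold, edgeR recovered between 0% and 10.4% of the changed genes in the 5 comparisons. At 4-fold it recovered between 19.4% and 70.1%, lowest for the interaction, and at 8-fold between 51.5% and 78.8%. In each simulation, edgeR called between 0 and 5 that had not been changed, and DESeq2 between 18 and 52. A list of 40 genes raised 2-fold was called in all 5 simulations with both versions of camera, and 0 of 29 unshifted lists were called. In these simulations genes vary independently, unlike the genes of real lists. Figures were drawn with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. Reads themselves were not analysed here.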

Results

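Gene expression was measured by RNA sequencing in 17 cultures of long-bone mesenchymal stromal cells. WT 3M had 4 biological samples (S3, S4, S5 and S12), Het 3M had 3 (S8, S10 and S14), WT 12M had 4 (S2, S6, S7 and S13) and Het 12M had 6 (S1, S9, S11, S15, S16 and S17). The series text gives 3 biological samples per group, while the labels give these numbers, and all were used. The depth was 19875204 to 24212728 counts in WT 3M, 17326547 to 20001884 in Het 3M, 16856720 to 23575978 in WT 12M and 13687876 to 28597221 in Het 12M.

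Sex-linked transcripts ran against the labelled sex in all 4 libraries labelled WT 12M and in 0 of the 13 other libraries. S2 and S13, labelled male, had 375 and 308 CPM of Xist and a mean of 0 and 0.136 CPM over the 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty, in this paragraph and its figure as CPM of the library total without TMM scaling. S6, labelled female, had 0.195 CPM of Xist and 28.8 CPM of the Y-linked genes. S7, also labelled female, had both, at 78.8 CPM of Xist and 33.7 CPM of the Y-linked genes. Every comparison with WT 12M below therefore refers to the libraries that carry that label. The labelled sex was also a term in the shared fit behind every comparison, so those without WT 12M libraries can be affected too. Results without the sex term, and with a Y-linked covariate in its place, are given below.

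**Figure D1:**
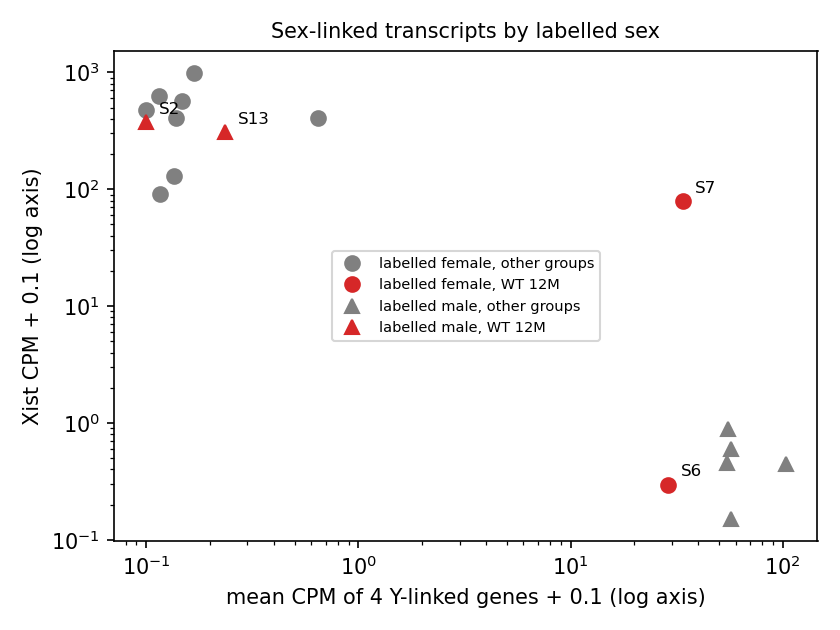
Xist (vertical axis) against the mean of 4 Y-linked genes (horizontal axis), each in CPM without TMM scaling plus 0.1 on a log axis, with 1 point per biological sample, circles for the label female and triangles for male. The 4 libraries labelled WT 12M, in red, lie away from the side of their label, with S7 high on both axes.

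Some cultures carried markers of other cell types. Het 12M S9 had 30060 CPM of the macrophage lysozyme gene Lyz2, 951 CPM of Adgre1 and 1085 CPM of Csf1r, against at most 2024 CPM of Lyz2 in any other library. WT 12M S6 had 231 CPM of Sox10 and 93.6 CPM of Foxd3, transcription factors of the neural crest and Schwann lineage, with a score for Schwann and neural markers of 6.44 against at most 2.93 elsewhere. WT 3M S5 had 18.5 CPM of Cdh5 and 27.8 CPM of Pecam1, both endothelial genes. Het 3M S8 and S10 had 7.31 and 5.21 CPM of Cdh5 and 11.05 and 6.86 CPM of Pecam1. Het 12M S15 had 488 CPM of the mitochondrially encoded COX1 against 4323 to 9340 elsewhere, the highest score for interferon-stimulated genes, 6.49, and 4.3 CPM of the proliferation marker Mki67, although its score over the cell-cycle genes, 4.56, was the highest of the Het 12M libraries.

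Ezh2 itself (Entrez Gene 14056, chromosome 6, 47530274 to 47595270) was measured at 12.6 ± 2.33 CPM in WT 3M (n = 4), 11.1 ± 2.29 in Het 3M (n = 3), 19.8 ± 12.3 in WT 12M (n = 4) and 17.8 ± 5.52 in Het 12M (n = 6). The fitted log2 difference between Het and WT was -0.14 ± 0.44 at 3 months, with a 95% confidence interval from -1.08 to 0.80, and -0.21 ± 0.37 at 12 months, with an interval from -0.99 to 0.58. Both intervals include 0, and their lower bounds lie close to the log2 difference of a 2-fold lower level. The difference between ages was 0.64 ± 0.40 in WT and 0.57 ± 0.45 in Het. The edgeR adjusted p of these 4 differences was at least 0.685. Without WT 12M S6, at 35.7 CPM the highest library, the difference at 12 months was 0.31, and without Het 3M S14 or WT 3M S5 that at 3 months was 0.15 or 0.00. Gene-level counts can include exons outside the floxed part, so they do not measure how much of the allele was recombined. The 15 tested PRC2 subunit genes did not rank away from the other genes in any comparison, with a camera adjusted p of at least 0.435.

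**Figure D2:**
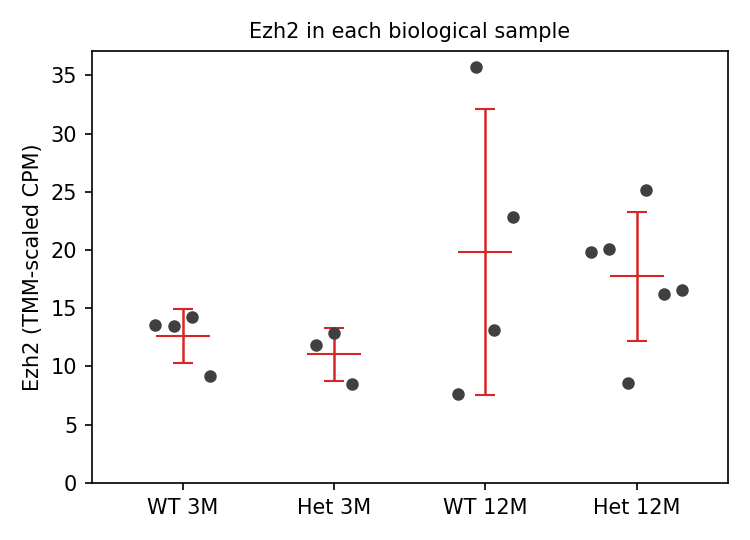
Ezh2 in TMM-scaled CPM (vertical axis) in each biological sample of the 4 groups, with 1 point per sample and the mean ± SD in red. WT 12M spans 7.64 to 35.7 CPM and covers the whole range of the Het 12M samples.

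The first comparison asked what loss of 1 Ezh2 allele does to young cultures. Het 3M cultures had more transcript of Acot1, a cytosolic acyl-CoA thioesterase, at 6.09 ± 0.73 CPM (n = 3) against 1.31 ± 0.61 in WT 3M (n = 4), a log2 difference of 2.28 ± 0.56. Bambi, a decoy receptor of the BMP and TGF-beta pathway, stood at 24.4 ± 3.22 against 11.9 ± 1.11 CPM, or 1.06 ± 0.32. The others at the top in this direction were Otor, at 129 ± 110 against 5.80 ± 2.27 CPM, Aspg at 1.57 ± 0.49 and Serpina6, which encodes corticosteroid-binding globulin and had 0.082 CPM in WT 3M S3 and 0 in the other WT 3M libraries, against 1.46 ± 2.43 in Het 3M, which ran from 0 to 4.27 CPM and so overlapped. In the other direction Mark1, a microtubule affinity kinase, stood at 23.6 ± 1.99 against 63.75 ± 13.98 CPM, or -1.47 ± 0.47. With it came Brinp1 at -1.57 ± 0.43, the amino acid transporter Slc38a1 at -1.54 ± 0.47, Naalad2 at -1.99 ± 0.62 and the RNA-binding protein gene Igf2bp3 at -1.91 ± 0.61. None of these passed, each with an edgeR adjusted p of 1.00, and 0 of 14897 genes passed. At an unadjusted p under 0.05 edgeR had 217 genes, 109 higher and 108 lower, where 745 are expected by chance. Over the 35 splits of these libraries into groups of the same sizes this count ran from 16 to 616, all under 745. Chance cannot be excluded for the 217. DESeq2 called 14 genes and voom with quality weights 21.

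By camera with the preset correlation, 14 of the 30 lists were shifted in Het 3M against WT 3M, and 0 with an estimated correlation, where the adjusted p of these lists ran from 0.579 to 0.773. With p adjusted over the list alone, 0 members of any of the 14 passed. All 11 mitochondrially encoded genes were fitted higher, with a median log2 difference of 0.44, and so were 68 of 77 cytosolic ribosomal protein genes at 0.33 and 21 of 25 cholesterol synthesis genes at 0.23. Counts differed widely between mitochondrially encoded genes, with COX1 at 5993 CPM and COX2 at 3.02 CPM in WT 3M. How reads with several alignments were counted is not stated, and its effect on the mitochondrial and ribosomal lists was not tested. BMP and TGF-beta signalling genes were lower in 44 of 60, with a median of -0.28, among them Tgif1 at -0.82 ± 0.30, Bmp6 at -0.99 ± 0.40 and the receptor gene Tgfbr1 at -0.999 ± 0.402. The camera adjusted p of these 4 lists was 0.000629, 4.1e-08, 0.000716 and 7e-05. Without Het 3M S10 the ribosomal median was 0.18 and the BMP median -0.14, without Het 3M S14 the ribosomal median was 0.55, without WT 3M S12 the BMP and cholesterol medians were -0.17 and 0.15, and without WT 3M S5 the cholesterol median was 0.40. Hox genes, which set position along the limb and are classic Polycomb targets, were lower in 22 of 35, with a median of -0.47 and p = 0.00117, for example Hoxb8 at 0.449 ± 0.215 against 3.88 ± 2.28 CPM. Without WT 3M S12 that call was lost, at p = 0.106.

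Several other list differences at 3 months depended on 1 Het library, S14. Chondrocyte genes were higher in 24 of 29, with a median of 0.66 and p = 1.2e-06, led by Mia at 20.8 ± 27.1 against 1.81 ± 1.31 CPM. Glycolysis and hypoxia genes were lower in 33 of 38, with a median of -0.31 and p = 1.2e-06, and interferon-stimulated genes were higher in 59 of 60, with a median of 0.55 and p = 1.67e-05. Without S14 these medians were -0.12, -0.08 and -0.31, and none of the 3 lists passed. Leaving out WT 3M S3, S4 or S5 put the chondrocyte median at 0.19, 0.07 or 1.29, leaving out WT 3M S3 or Het 3M S10 put the hypoxia median at -0.18 or -0.50, and leaving out WT 3M S5, Het 3M S8 or Het 3M S10 put the interferon median at 0.97, 0.96 or 0.89. The calls for NRF2 antioxidant genes, smooth muscle and pericyte markers, extracellular matrix genes and immediate-early genes, all lower in Het 3M, were also lost without S14, at p = 0.0605, 0.901, 0.0805 and 0.82. With all libraries the medians of these 4 lists were -0.27, -0.59, -0.23 and -0.07, with p = 0.000444, 0.000716, 0.00227 and 0.00968. The matrix call was also lost without WT 3M S4 or S5, at p = 0.0888 and 0.0906, and the immediate-early call without WT 3M S3 or S4, at p = 0.251 and 0.186. Nuclear oxidative phosphorylation genes, at 0.18 with p = 0.000923, and cell-cycle genes, at 0.26 with p = 0.00555, ranked higher, but not without Het 3M S10, at p = 0.51 and 0.566, or WT 3M S5, at p = 0.246 and 0.124. The cell-cycle call was also lost without WT 3M S4 or S12, at p = 0.0888 and 0.216.

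The comparison of Het with WT at 12 months asked the same question in older mice. Sema3b, a secreted semaphorin, stood at 36.7 ± 12.1 CPM in Het 12M (n = 6) against 124 ± 42.5 in the libraries labelled WT 12M (n = 4), a log2 difference of -2.10 ± 0.32. Itgb4, an integrin of epithelial and Schwann cells, stood at 3.62 ± 1.36 against 40.3 ± 52.6 CPM, or -3.43 ± 0.54, and 119 CPM of it lay in S6. Ecel1, an endothelin-converting enzyme homologue, stood at 0.0254 ± 0.0279 against 3.08 ± 3.90 CPM, or -7.03 ± 1.07, and Fjx1 at -1.64 ± 0.28 and Tmem200b at -2.23 ± 0.39 followed. In the other direction Bnip3, a hypoxia-induced gene of mitophagy, stood at 57.0 ± 20.8 against 23.1 ± 8.64 CPM, or 1.54 ± 0.33, and the others were Car6 at 2.61 ± 0.53, Eya1 at 1.91 ± 0.39, the host RNA Snhg12 at 1.57 ± 0.33 and Ostm1 at 0.83 ± 0.18. None passed: the edgeR adjusted p was 0.0543 for Sema3b, Itgb4 and Ecel1 and between 0.108 and 0.147 for the others, and 0 genes passed in all. At an unadjusted p under 0.05 edgeR had 1296 genes, 490 higher and 806 lower, where 745 are expected by chance. Over 100 splits of these libraries the same count ran from 236 to 3368. The figure of 745 is thus a poor guide here, and chance cannot be excluded for the 1296. DESeq2 called 242 genes, 87 higher and 155 lower, and voom with quality weights called 6, all lower: Mdk, Efs, Sema3b, Frzb, Fkbp11 and Tmem200b. Without WT 12M S7 edgeR called Ecel1, and without WT 12M S13 it called Itgb4, Plxnb1 and Sema3b. Among libraries labelled female alone edgeR called 5 genes as lower, and 4 of them were the Y-linked Kdm5d, Uty, Ddx3y and Eif2s3y, which the libraries S6 and S7 carried, with Plxnb1 as the other. The names of genes called under these settings were taken after the values were seen.

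At 12 months 15 of the 30 lists were shifted between the genotypes with the preset correlation, and 0 with an estimated one. Glycolysis and hypoxia genes were higher in Het 12M in 31 of 38, with a median log2 difference of 0.63 (camera adjusted p = 1.48e-13). Examples are Bnip3, the endoplasmic reticulum oxidase Ero1a at 66.2 ± 28.5 against 28.9 ± 3.27 CPM, Higd1a at 50.8 ± 20.4 against 26.1 ± 5.34 and Ankrd37 at 3.34 ± 2.48 against 0.731 ± 0.27. Endoplasmic reticulum stress genes were higher in 23 of 26, with a median of 0.44 and p = 2.08e-08. Among them were Ddit3, which encodes the stress factor CHOP, at 1.35 ± 0.42, Trib3 at 1.94 ± 0.61 and Ppp1r15a at 1.14 ± 0.38. Targets of p53 were higher in 23 of 26, with a median of 0.44 and p = 1.71e-06, including Btg2 at 1.39 ± 0.39, which is also on the immediate-early list, Plk2 at 0.87 ± 0.30 and Zmat3 at 0.57 ± 0.20. With an estimated correlation each of these 3 lists had an adjusted p of 0.0698, just over the threshold, while fry gave 0.0388 for each. Adjusted over the list alone, 13 hypoxia genes passed as higher and 1 as lower, and 0 members passed in the other 2 lists. Immediate-early genes were also higher, in 24 of 31, with a median of 0.43 and p = 3.77e-05, but p = 0.379 with an estimated correlation. The hypoxia score was 5.46 ± 0.27 in Het 12M and 4.94 ± 0.03 in WT 12M, without overlap (exact permutation p = 0.00952, adjusted 0.143).

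Skeletal, neural, cell-cycle, developmental and Wnt lists ranked lower in Het 12M, and each call was lost when 1 library or a set of 3 was left out. Chondrocyte genes were lower in 25 of 29, with a median of -1.98 and p = 6.6e-08, for example the Wnt inhibitor Frzb at 14.8 ± 9.95 against 60.8 ± 51.5 CPM and the collagen Col11a2 at 3.67 ± 1.60 against 37.4 ± 56.6. Adjusted over the list alone 12 of them passed, but without WT 12M S7 the median was -0.82 and the list p = 0.369. Schwann and neural markers were lower in 11 of 12, with a median of -3.49 and p = 4.18e-06, and without S6, the library with 231 CPM of Sox10, the median was -0.74 and p = 0.279. The cell-cycle list, lower in 56 of 58 at -0.52 with p = 0.000699, had a median of 0.07 without S6, which had 93.3 CPM of Mki67, and its call was also lost without WT 12M S13 at p = 0.538 or Het 12M S11 at p = 0.0763. Without WT 12M S7 it was -0.82. Developmental transcription factors typical of Polycomb targets were lower in 42 of 65, with a median of -0.37 and p = 0.000605. Over the list alone 3 members passed, Foxd3, which is also on the Schwann list, Sox2 and Dlx1 at -2.76 ± 0.72. In WT 12M these stood at 23.99 ± 46.38, 11.75 ± 23.22 and 4.73 ± 6.34 CPM. Their highest values were 93.55, in S6, 46.58 and 14.22 CPM. The groups overlapped for Foxd3 and Sox2 and not for Dlx1. Nr2f1, at -2.19 ± 0.63, did not pass, and without the 3 libraries that stood apart (Het 12M S9, Het 12M S15 and WT 12M S6) the list had p = 0.178. Wnt signalling genes were lower in 33 of 48 at -0.21 with p = 0.000964, including Axin2, a feedback target of the pathway, at 1.60 ± 0.75 against 5.09 ± 0.72 CPM, and the call was lost without Het 12M S15 at p = 0.0893. With an estimated correlation the adjusted p of these 5 lists was between 0.32 and 0.758.

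The remaining calls at 12 months went with single libraries. Macrophage and myeloid markers were higher in 32 of 33 with a median of 2.06, with p = 7.1e-05. Without S9 the median was -0.07 and without WT 12M S6 1.29, the call being lost at p = 0.188 and 0.127, and without WT 12M S2 it was 3.38. Ribosomal protein genes at 0.43, oxidative phosphorylation genes at 0.30 and interferon-stimulated genes at 0.65 ranked higher, with p = 3.11e-05, 0.00117 and 0.00561. Without Het 12M S15 their medians were 0.02, -0.03 and -0.08, and without the 3 libraries that stood apart interferon-stimulated genes ranked lower, at -0.66 with p = 1.07e-05. The interferon median was also 1.199 without WT 12M S2, 0.23 without WT 12M S6 and 0.51 without WT 12M S13, the call being lost in the last 2 cases, and oxidative phosphorylation was lost without WT 12M S7 at p = 0.0648. Extracellular matrix genes at -0.27 and osteoblast genes at -0.17 ranked lower with p = 0.0164 and 0.0168, and both calls were lost without Het 12M S9, at p = 0.207 and 0.14, or S15, at p = 0.737 and 0.167. The matrix call was also lost without WT 12M S6, at -0.01, and was -0.16 without S7, and the osteoblast call was lost without WT 12M S7, at p = 0.5. The osteoblast median moved to -0.28, -0.32 and -0.37 without WT 12M S2, WT 12M S13 and Het 12M S16. With an estimated correlation the adjusted p of these 6 lists was at least 0.606.

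The age comparison in WT asked what 12 months of age against 3 changes in cultures with both Ezh2 alleles, and 10 of the 30 lists were shifted, 2 of them also with an estimated correlation. Glycolysis and hypoxia genes were lower in the libraries labelled WT 12M than in WT 3M in 33 of 38, with a median log2 difference of -0.79 (camera adjusted p = 2.02e-22, and 0.032 with an estimated correlation). Bnip3 stood at 23.1 ± 8.64 CPM (n = 4) against 104 ± 37.7 (n = 4), or -2.11 ± 0.35. The adenylate kinase gene Ak4 stood at 7.84 ± 0.82 against 34.98 ± 16.87, or -1.99 ± 0.36, and Ero1a at 28.9 ± 3.27 against 104 ± 44.9, or -1.76 ± 0.34. The score of the list was 4.94 ± 0.03 against 5.84 ± 0.24, with all 4 WT 12M samples under all 4 WT 3M samples (exact permutation p = 0.0286, the smallest that 70 permutations can give, adjusted 0.171). Targets of p53 were lower in 20 of 26, with a median of -0.59 (p = 1.09e-08, and 0.032 with an estimated correlation). Among them Mdm2, the p53 ubiquitin ligase, stood at 154 ± 26.5 against 340 ± 133 CPM, Zmat3 at 105 ± 18.1 against 186 ± 33.0 and the cell death gene Pmaip1 at 18.3 ± 10.1 against 53.5 ± 17.4. Fry gave an adjusted p of 0.0101 for both lists. Adjusted over the list alone, 15 hypoxia genes and 7 p53 targets passed as lower.

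**Figure D3:**
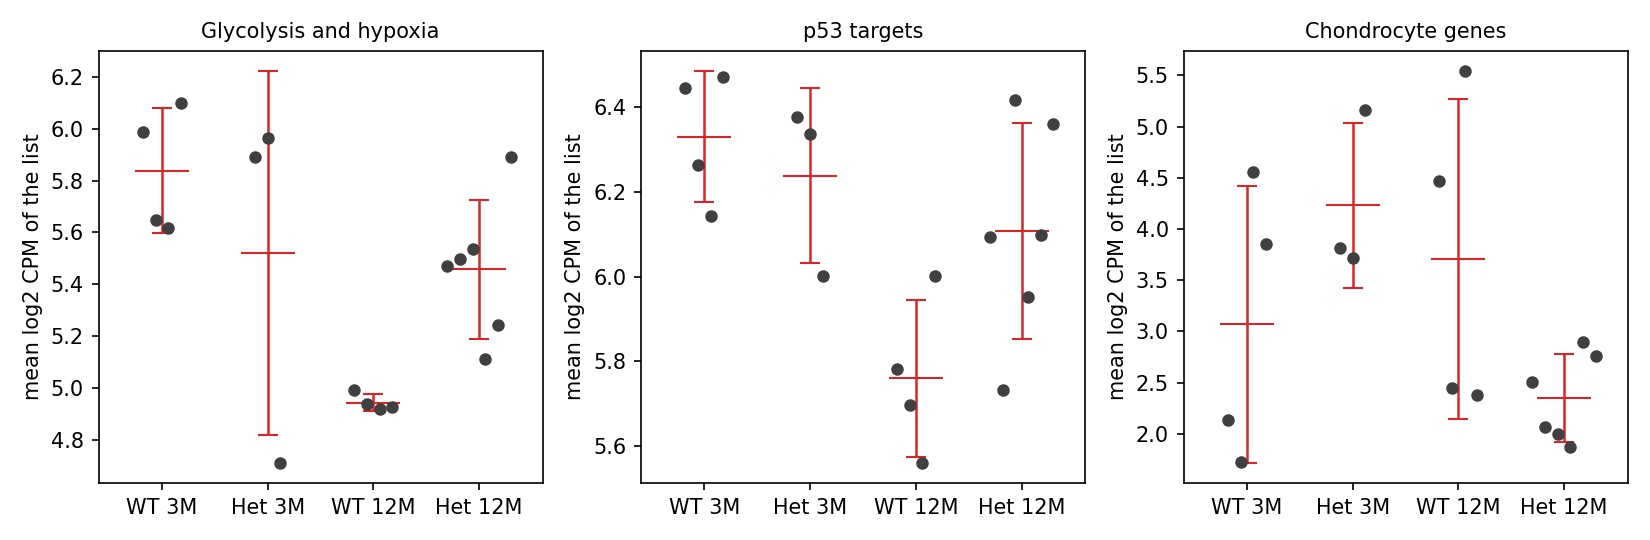
Mean log2 CPM (vertical axis) of the glycolysis and hypoxia list, the p53 target list and the chondrocyte list in each biological sample of the 4 groups, with 1 point per sample and the mean ± SD in red. The WT 12M samples lie between 4.92 and 4.99 for the hypoxia list, and the chondrocyte scores of WT 3M and WT 12M spread from 1.72 to 4.55 and from 2.37 to 5.55.

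Further lists differed between the WT ages with the preset correlation and not with an estimated one. Cell-cycle genes were higher at 12 months in 57 of 58, with a median of 1.28 (p = 9.29e-19, 0.591 with an estimated correlation), for example the replication helicase gene Mcm5 at 41.1 ± 36.6 against 10.9 ± 5.22 CPM. Without WT 12M S6 the median was 0.63. The list score was 5.57 in WT 12M S6 and 4.95 in S13. In S2 and S7 it was 2.99 and 3.34, within the WT 3M range of 2.94 to 4.06 (exact permutation p = 0.229). Immediate-early genes were lower in 27 of 31 at -0.54 (p = 7.1e-06, 0.516 with an estimated correlation), including Klf4 at -1.41 ± 0.31, and endoplasmic reticulum stress genes in 20 of 26 at -0.31 (p = 1.65e-05, 0.239 with an estimated correlation), including Atf4 at -0.85 ± 0.27, with a median of -0.48 without S6. Ribosomal protein genes at 0.47, oxidative phosphorylation genes at 0.28 and cholesterol synthesis genes at 0.46 ranked higher, with p = 5.12e-10, 9.92e-05 and 0.000123, and 0.781, 0.807 and 0.591 with an estimated correlation. BMP and TGF-beta genes ranked lower at -0.23 (p = 0.00216, 0.624 with an estimated correlation), and at -0.14 without WT 3M S12. Interferon-stimulated genes ranked higher at 0.63 (p = 0.00473, 0.862 with an estimated correlation), at 1.26 without WT 3M S5, and no longer passed without WT 12M S2, WT 12M S7 or WT 3M S12, at p = 0.991, 0.0771 and 0.191.

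Single genes did not pass in the WT age comparison either. The highest ranked genes at 12 months were Fkbp11, a prolyl isomerase of the secretory pathway, at 71.6 ± 13.8 against 26.8 ± 4.59 CPM, or 1.42 ± 0.25, the growth factor Mdk at 2.26 ± 0.45, Angpt4 at 1.81 ± 0.37, Wnt5b at 1.44 ± 0.31 and Cldn10, with 0.724 ± 0.361 CPM in WT 12M, 0.041 in WT 3M S3 and 0 in the other WT 3M libraries. Those lower were Bnip3, Ak4, Ero1a, the receptor Gpr35 at -4.64 ± 0.86 and Epas1, which encodes the hypoxia-inducible factor HIF-2 alpha and is not on the hypoxia list, at 51.4 ± 17.7 against 155 ± 25.1 CPM, or -1.59 ± 0.31. The edgeR adjusted p was 0.224 for Fkbp11, Bnip3 and Ak4 and up to 0.301 for the others, and 0 genes passed. At an unadjusted p under 0.05 edgeR had 1152 genes, 676 higher and 476 lower, where 745 are expected by chance. Over the 35 splits of these libraries the same count ran from 92 to 1458, with 1362 and 1269 next to the highest. Chance cannot be excluded for the 1152. DESeq2 called 93 genes and voom with quality weights 1159, 652 higher and 507 lower. Without the 3 libraries that stood apart edgeR called 30, 12 higher and 18 lower. This comparison and that of the genotypes at 12 months share the 4 libraries labelled WT 12M and are not independent.

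The age comparison in Het asked the same of cultures with 1 floxed allele, and 16 of the 30 lists were shifted with the preset correlation and 0 with an estimated one. Chondrocyte genes were lower at 12 months in 27 of 29, with a median log2 difference of -1.41 (camera adjusted p = 1.09e-18, 0.288 with an estimated correlation), such as Col9a1 at 0.281 ± 0.299 against 8.11 ± 4.65 CPM, Col9a3 at 1.48 ± 1.37 against 15.6 ± 15.8 and Mia at 2.51 ± 1.10 against 20.8 ± 27.1. Without Het 3M S14 the median was -0.57 with p = 0.00152. The chondrocyte score was 2.35 ± 0.43 in Het 12M (n = 6) and 4.23 ± 0.81 in Het 3M (n = 3), without overlap (exact permutation p = 0.0119, the smallest that 84 permutations can give, adjusted 0.357). Osteoblast genes were lower in 24 of 36 at -0.49 (p = 1.37e-05, 0.288 with an estimated correlation), for example the bone matrix gene Ibsp at 35.7 ± 40.5 against 290 ± 232 CPM and the parathyroid hormone receptor Pth1r at 35.1 ± 10.2 against 70.2 ± 22.7. Without S14 their median was -0.12 with p = 0.0765, and without Het 12M S17 it was -0.79. Developmental transcription factors were lower in 43 of 65 at -0.38 (p = 7.85e-05, 0.288 with an estimated correlation), at -0.06 without S14, and at -0.15 without the sex term. With p adjusted over the list alone, 0 members of any list passed.

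Ribosomal protein genes ranked higher in Het 12M than in Het 3M in 73 of 77 at 0.56 with p = 9.97e-14, and at 0.18 without Het 12M S15 or 0.36 without Het 3M S14. Oxidative phosphorylation genes, higher in 70 of 74 at 0.39 with p = 2.45e-08, were at 0.08 without S15 and lost the call without S14, at p = 0.194. Cell-cycle genes, higher in 57 of 58 at 0.46 with p = 2.64e-05, lost it without S14, at p = 0.6. NRF2 antioxidant genes were higher in 25 of 28 at 0.49 with p = 0.000184. Macrophage markers were higher in 33 of 33 at 2.55 with p = 0.000188, but with p = 0.19 without Het 12M S9 and 0.42 without Het 3M S14. Interferon-stimulated genes were higher in 53 of 60 at 0.78 with p = 0.00138, and their median was -0.15 without S15 and 1.87 without S14, with p = 0.44 and 0.205 without Het 3M S8 and S10. Endothelial markers were lower in 14 of 18 at -0.70 with p = 0.00102, at -1.45 without Het 3M S14, -1.27 without Het 12M S9, and with p = 0.0551 without Het 3M S8. Schwann and neural markers, lower in 9 of 12 at -1.09 with p = 0.000367, no longer passed without the sex term, at p = 0.132. Wnt signalling genes were lower in 32 of 48 at -0.13 with p = 0.000135, with values between -0.07 and -0.32 when single libraries were left out and p = 0.249 without the 3 libraries that stood apart. Endoplasmic reticulum stress and cholesterol synthesis genes, both higher, and BMP and mitochondrially encoded genes, both lower, passed at p between 0.0143 and 0.0468, and each lost its call without Het 3M S14. The adjusted p with an estimated correlation was at least 0.495 for the 13 lists other than the chondrocyte, osteoblast and developmental lists.

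The genes ranked highest in Het 12M against Het 3M were Brinp1 at 16.6 ± 4.05 against 3.58 ± 1.33 CPM, or 2.05 ± 0.44, Zmynd15 at 2.41 ± 0.60, the receptor phosphatase gene Ptprz1 at 2.63 ± 0.82 and the ribosomal protein gene Rpl38 at 1.27 ± 0.40. Radx had 0 counts in every Het 3M library, so no fold is given. Ranked lowest were Plxnb1, a semaphorin receptor, at 5.27 ± 2.39 against 23.6 ± 8.69 CPM, or -2.15 ± 0.56, Rarres1 at -1.73 ± 0.41, Phactr1 at -1.99 ± 0.49, Sema3b at -1.34 ± 0.34 and Wwc1 at -1.93 ± 0.53. For the last 4 the groups overlapped and 1 of the 3 Het 3M libraries was high, with means of 21.9 ± 19.8, 45.98 ± 53.8, 79.1 ± 73.0 and 13.7 ± 15.8 CPM and highest values of 44.8, 108.1, 163.3 and 31.9, against 7.92 ± 4.45, 12.4 ± 4.27, 36.7 ± 12.1 and 4.05 ± 2.82 in Het 12M. The groups also overlapped for Ptprz1, Rpl38 and Radx. Each had an edgeR adjusted p of 1 and 0 genes passed. At an unadjusted p under 0.05 edgeR had 330 genes, 110 higher and 220 lower, where 745 are expected by chance. Over the 84 splits of these libraries the same count ran from 86 to 3561, so 745 is a poor guide here. DESeq2 called 12 genes and voom with quality weights 0.

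The interaction asked whether the genotype difference at 12 months departed from that at 3 months. For glycolysis and hypoxia genes it was positive in 33 of 38, with a median of 0.95 (camera adjusted p = 2.83e-15, 0.122 with an estimated correlation), and 8 members passed over the list alone, with Bnip3 at 2.10 ± 0.51, Ero1a at 2.03 ± 0.49 and Higd1a at 1.72 ± 0.44. Without Het 3M S14 the median was 0.57. Endoplasmic reticulum stress genes at 0.60, p53 targets at 0.65 and immediate-early genes at 0.75 were likewise positive, with p = 3.41e-06, 4.54e-05 and 2.55e-05, and 0.142, 0.142 and 0.464 with an estimated correlation. Chondrocyte genes were negative in 24 of 29 with a median of -2.64 (p = 1.33e-11, 0.31 with an estimated correlation), and at -1.54 without WT 12M S7. Of single genes, Sema3b at -2.83 ± 0.49, Pth1r at -2.44 ± 0.47, Rarres1 at -3.004 ± 0.594, Mdk at -3.14 ± 0.64 and Serpina6, which was near 0 in WT 3M, ranked lowest. The histone demethylase gene Kdm3a at 1.33 ± 0.29, Bnip3, the histone gene H1f3 at 2.96 ± 0.65, Ptprz1 at 4.94 ± 1.13 and Zfhx3 at 1.45 ± 0.34 ranked highest. The edgeR adjusted p of these genes ran from 0.398 to 0.415, and 0 genes passed. At an unadjusted p under 0.05 edgeR had 969 genes, 397 higher and 572 lower, where 745 are expected by chance. Over 100 splits of the libraries the same count ran from 96 to 3444, so chance cannot be excluded for the 969. DESeq2 called 78 genes and voom with quality weights 326. In all 12 of the 30 lists were called with the preset correlation and 0 with an estimated one. Cell-cycle genes at -0.78, Schwann and neural markers at -3.06, mitochondrially encoded genes at -0.80, osteoblast genes at -0.33 and Wnt genes at -0.14 were negative, and NRF2 antioxidant genes at 0.64 and macrophage markers at 2.11 were positive, with p between 0.000145 and 0.0316, and at least 0.464 with an estimated correlation. Without WT 12M S6 the cell-cycle and Schwann medians were -0.05 and 0.13, and without Het 12M S9 the macrophage median was 0.61, with these calls lost.

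Across genes, the genotype differences at 3 and 12 months, each from its own pair of groups, had a Pearson correlation of -0.156 over 13884 genes. Without Het 3M S14 it was 0.108, without WT 3M S12 -0.262 and without WT 12M S6 -0.305. The age differences in WT and Het correlated at 0.086 over 13924 genes. This became 0.27 without Het 3M S14 and was under 0 without WT 3M S5 (-0.008), WT 12M S2 (-0.003) or Het 12M S15 (-0.067), and the Spearman correlation was 0.189. Genes are not independent replicates, so no p is given.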

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

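The tests of a swap between groups, of a mixture in S7 and of handling batches, and the splits of the hypoxia list at 12 months, were chosen only after the result was seen.

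Sex-linked transcripts ran against the label in 4 of 4 libraries labelled WT 12M, which a biologist using this group would need to settle first. Against a pairwise swap of whole libraries between WT 12M and another group, 0 of the 13 other libraries were out of place. A rotation of labels among more libraries can leave the other groups in place, so it stays open. An exchange of labels within WT 12M or with a sample outside the series needs no partner out of place and stays open too. Whether S7 may hold both male and female cells cannot be told apart from other causes. Its male share of 0.6 and female share of 0.19 add up to 0.8. Taken against the highest and the lowest of the 6 male and 10 female reference libraries, this sum ran from 0.41 to 2.04. That range is too wide for the sum to decide. No biological explanation was tested.

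Glycolysis and hypoxia genes were lower in WT 12M than in WT 3M, with a median log2 difference of -0.79 that no single library decided. The tables argue against myeloid cells and against a difference in proliferation as the whole cause, since with the score of either as a covariate the median was -0.823 or -1.019, past the bound of -0.394 by more than the leave-one-out SD of 0.117. Of the 35 splits of the 8 libraries 2 gave a p with an estimated correlation as small as the real 0.00151, the smallest of the others being 0.00102, so chance cannot be excluded, and for Het 12M against WT 12M 1 of 100 drawn, the real one, reached 0.00698, the next being 0.0351, but that list was picked from 30 after its result was seen and its p adjusted over the lists was 0.0698, so this does not exclude chance. Culture or handling conditions that differed between batches cannot be told apart from age or genotype, as no label gives a batch. By list score 1 library outside WT 12M, Het 3M S14 at 4.71, lay in or under the WT 12M range. By the chi-square statistic per degree of freedom S14 lay at 65.71 and 80.75 from WT 12M S7 and S2. It lay at 147.83 and 171.26 from Het 3M S8 and S10, and at 333.58 and 226.78 from WT 12M S6 and S13. Age and genotype stay open as untested biological explanations, as does a wrong identity of the WT 12M libraries or of Het 3M S14.

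In the age comparison in WT, limma voom with quality weights called 1159 genes, while edgeR called 0 and had 1152 at an unadjusted p under 0.05. Without the weights voom called 0 genes, so the calls came with the weights, which ran from 0.12 in Het 12M S15 to 7.75 in Het 3M S8. Of the 1159 genes, 1155 had the same sign with edgeR and 590 an unadjusted edgeR p under 0.05. Of the 35 splits 6 gave as many genes, the highest other 4986, so chance cannot be excluded. The splits with 4986 and 2995 genes had 586 and 462 at an unadjusted edgeR p under 0.05, where 745 are expected by chance. Those with 3507, 2073 and 1629 genes had 1157, 810 and 1458. The cause of these counts was not tested. They were not separated from age, as 4 of these 5 other splits keep 6 of the 8 libraries on their real side. A difference between ages stays open.

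Among 219 groups of 4 or 6 libraries, 16 had 1 library far from the others, where 11 are expected by chance. In Het 12M S1 Naalad2 was at 22.8 CPM against 3.57 to 9.60 in the others. In Het 12M S9 Eya1 was at 19.1 CPM against 5.76 to 8.23, and Radx at 6.33 against 0 to 1.26. In Het 12M S11 Fjx1 was at 7.88 CPM against 3.48 to 4.58, Rarres1 at 16.5 against 3.63 to 7.72, and the cell-cycle score at 2.88 against 3.94 to 4.56. In Het 12M S15 Mdk was at 34.4 CPM against 6.23 to 15.8, and the mitochondrially encoded score at 5.02 against 7.75 to 8.62. In Het 12M S16 Angpt4 was at 35.9 CPM against 17.1 to 19.9, and Wwc1 at 9.57 against 1.71 to 3.86. In WT 12M, Sema3b was at 60 CPM in S13 against 140 to 149, Itgb4 at 119 in S6 against 9.12 to 19.3, and the endoplasmic reticulum stress score at 6.50 in S7 against 6.26 to 6.30. In WT 3M, Ezh2 was at 9.17 CPM in S12 against 13.4 to 14.3, while Serpina6 was at 0.082 and Cldn10 at 0.041 in S3 against 0 in the other libraries, a case in which any count at all stands apart by construction, so these 2 of the 16 carry no information.

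The genotype difference departed between ages in 12 lists by the interaction with camera at the preset correlation, and in 0 with an estimated one, where the smallest adjusted p was 0.122. The adjusted p at the preset correlation was 2.83e-15 for glycolysis and hypoxia genes, 1.33e-11 for chondrocyte genes, 3.41e-06 for endoplasmic reticulum stress genes, 2.55e-05 for immediate-early genes and 4.54e-05 for p53 targets. It was 0.000145 for cell-cycle genes, 0.000164 for Schwann and neural markers, 0.00115 for NRF2 antioxidant genes, 0.00376 for macrophage markers, 0.00868 for mitochondrially encoded genes, 0.0125 for osteoblast genes and 0.0316 for Wnt signalling genes. The macrophage call was also lost without Het 3M S14 or WT 12M S6, at p = 0.38 and 0.438, the mitochondrial call without WT 3M S12 or Het 3M S10, at p = 0.0665 and 0.0629, and the osteoblast call without Het 3M S14, WT 12M S7, Het 12M S9 or Het 12M S15, at p = 0.23, 0.207, 0.0526 and 0.0541. The Wnt call was lost without WT 3M S12, Het 3M S14, WT 12M S2, WT 12M S7, Het 12M S9 or Het 12M S15, at p between 0.0681 and 0.229.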

How the results depend on the processing

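The Y-linked covariate, the fits without the 3 libraries that stood apart and voom with both quality weights and that covariate were chosen only after the data were seen. No paired analysis was possible because the numbers shared between groups mark technical replicates of 1 library, which were summed. In simulated data edgeR recovered 0% to 10.4% of 2-fold and 19.4% to 70.1% of 4-fold changes at these group sizes, and depth was not varied there, so what depth limits was not tested. The cause of each change below was not tested, except where fewer samples or another weighting define the setting.

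With edgeR the count of genes stayed at 0 in each comparison under RLE scaling, library totals, the stricter filter, no sex term, the 2 groups alone, technical replicate 1, the myeloid covariate and the Y-linked covariate. In the order of the 5 comparisons (Het against WT at 3 and at 12 months, 12 against 3 months in WT and in Het, interaction), DESeq2 gave 14, 242, 93, 12 and 78 genes, voom with quality weights 21, 6, 1159, 0 and 326, and voom with weights and the Y-linked covariate 341, 140, 1185, 1 (Brinp1) and 895. For Het against WT at 12 months no filter gave 3 genes (Ecel1, Itgb4 and Sema3b), libraries labelled female 5, the cell-cycle covariate 1 (Sema3b), and leaving out 1 library 0 to 3. The cell-cycle covariate gave 1 gene in the interaction (Pth1r). Without the 3 libraries edgeR called 30 genes in the WT ages and 38 in the interaction, and leaving out 1 library gave 0 to 0 in the 4 comparisons other than the genotypes at 12 months. Named genes other than Ezh2 turned in 0 settings. They had been picked for the smallest p in these same libraries, so a kept sign says little about them. Of their results across settings 113 passed the threshold. These include 31 with DESeq2, 26 with voom and weights and 36 with voom, weights and the Y-linked covariate.

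The number of shifted lists, in the same order, was 0, 0, 2, 0 and 0 with an estimated correlation, 0, 3, 2, 0 and 0 with directional fry, and 0, 3, 3, 0 and 2 with mixed fry. It was 7 at 12 months without the 3 libraries, and leaving out 1 library gave 9 to 16, 9 to 19, 10 to 14, 10 to 18 and 10 to 15. Of the single list results 898 kept direction and call, 228 lost the call and 16 had the opposite direction by camera, the latter all on leaving out libraries. That direction comes from the ranks of all members, so the median can keep its sign where it turned, or change it where it did not. Without the 3 libraries the medians of the lists with the opposite direction were -0.107 for cell-cycle, 0.205 for matrix, -0.664 for interferon and -0.064 for oxidative phosphorylation genes between the genotypes at 12 months, 0.012 for BMP, -0.050 for cholesterol and -0.390 for interferon genes between the Het ages, and 0.122 for Schwann markers in the interaction. For the lists that camera gave the opposite direction on leaving out 1 library, the medians over all such fits ran from -0.323 to 0.093 for immediate-early and -0.310 to 0.971 for interferon genes between the genotypes at 3 months, and from -0.816 to 0.067 for cell-cycle, -0.077 to 1.199 for interferon and -0.027 to 0.385 for oxidative phosphorylation genes at 12 months. They ran from 0.001 to 0.299 for endoplasmic reticulum stress and -0.147 to 1.873 for interferon genes between the Het ages, and from -1.114 to -0.052 for cell-cycle genes in the interaction.

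Ezh2 differences turned sign in the following settings, none past the threshold. For Het against WT at 12 months they were 0.039 with voom and weights, 0.020 with the myeloid covariate, 0.165 with the cell-cycle covariate, 0.128 without the 3 libraries, 0.245 with voom, weights and the Y-linked covariate, and -0.434 to 0.308 on leaving out 1 library, against -0.297 to 0.145 at 3 months. For the WT ages they were -0.222 with the cell-cycle covariate and -0.101 with voom, weights and the Y-linked covariate. For the interaction they were 0.138 with voom and weights, 0.030 without sex, 0.231 in libraries labelled female, 0.013 with technical replicate 1, 0.160 with the myeloid, 0.517 with the cell-cycle and 0.172 with the Y-linked covariate, 0.341 without the 3 libraries, 0.532 with voom, weights and the Y-linked covariate, and -0.396 to 0.501 on leaving out 1 library.

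The correlation across genes of the genotype differences was -0.363 over the 71 genes with an unadjusted p under 0.05 in both. It was -0.215 from the fit of all 17 samples with sex and -0.305 to 0.108 on leaving out 1 library. The correlation of the age differences was 0.189 by Spearman and -0.079 from the fit of all 17 samples with sex. It was -0.469 over the 43 genes with an unadjusted p under 0.05 in both, and -0.067 to 0.27 on leaving out 1 library.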

Other observations

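Of the tests in this part none was chosen after the result was seen, while the single libraries and genes picked out were.

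Lists tied to ageing and to stem cell identity did not pass in any comparison. The cyclin-dependent kinase inhibitors and senescence regulators (20 genes) had a camera adjusted p of at least 0.374 in the 5 comparisons, with a median log2 difference of 0.05 between WT 12M and WT 3M and 0.11 between Het 12M and Het 3M. Secretory phenotype and NF-kB inflammatory genes (39 genes) had at least 0.243, stromal and skeletal stem cell markers (36 genes) at least 0.0815, adipocyte genes (29 genes) at least 0.37, and PRC1 subunits at least 0.195. Osteoclast and skeletal muscle markers had at least 0.319 and 0.183. These lists overlap with others, the stromal list in 12 of its 36 members.

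Mki67 ran from 16.99 CPM in WT 12M S2 to 95.6 in S13, and from 2.50 in Het 12M S11 to 78 in S9. Het 12M S15 combined 4.3 CPM of Mki67 with 414 CPM of the cell-cycle inhibitor gene Cdkn2a, but its score over the cell-cycle genes, 4.56, was the highest of the Het 12M libraries, and that of S11, 2.88, the lowest.

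Other splits of the same libraries into groups of the same sizes were run for each count. For edgeR the real counts were 0, so every split gives as many by construction and the comparison says nothing on chance, 35 of 35 in the genotype comparison at 3 months with a highest other of 0, 100 of 100 at 12 months with 32, 35 of 35 in the WT age comparison with 1, 84 of 84 in the Het age comparison with 44, and 100 of 100 for the interaction with 35. For the lists called by camera with the preset correlation, as many were called in 6 of 35 splits at 3 months (real 14, highest other 18), 21 of 100 at 12 months (15 and 20), 25 of 35 for the WT ages (10 and 17), 15 of 84 for the Het ages (16 and 18) and 56 of 100 for the interaction (12 and 18), so chance cannot be excluded for any of the 5 counts. For DESeq2 in the genotype comparison at 12 months, 12 of 50 splits drawn gave at least the real 242 genes, with a highest other of 830, and chance cannot be excluded there either.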
